A study of Homo sapiens with 40 samples. Its data were reported in "Genome-wide screen of cell-cycle regulators in normal and tumor cells identifies a differential response to nucleosome depletion" (2016).

How the data were processed

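Gene expression was measured on 40 Affymetrix Human WT arrays, in 2 human cell lines treated with small interfering RNA (siRNA). U2OS is an osteosarcoma line. hTERT-RPE1 is a line of normal retinal pigment epithelial cells made immortal with telomerase. Cells were transfected with pools of siRNAs at 15 nM, against CASP8AP2, NPAT or HINFP or with a control pool that targets none of these genes. Arrays were placed in 16 groups by cell line, siRNA and day, as given in their labels. Days 1 and 2 gave 24 arrays (control and CASP8AP2 siRNA, 3 replicates per group), and day 3 gave 16 arrays (all 4 siRNA pools, 2 replicates per group). The methods state that the day 3 duplicates were transfected at the same time, so the spread between them does not include variation between separate experiments.

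The authors processed the arrays with the Bioconductor package affy and a custom probe grouping that gives 1 probe set per Ensembl gene, and deposited 1 value per gene and array on the log2 scale for 22069 genes. How the probes were summarised, the version of the probe grouping and its genome build were not stated, so genes are given by Ensembl identifier without coordinates. The mean of an array lay between 6.00 and 6.05 on days 1 and 2 and between 5.85 and 5.88 on day 3, and the median lay between 5.44 and 5.67 and between 5.23 and 5.38. The arrays of days 1 and 2 and those of day 3 were therefore taken as normalized separately. Every test was made within 1 of these sets, and no level was tested across them. Because the means of the arrays in a set are nearly equal, a change in the total RNA of a cell cannot be seen, and each fold change is relative to the other genes on the array. A fold change of a gene near the bottom of the range is smaller on an array than in the cell. The number of arrays limits the precision of every value.

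Tests were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings) on the deposited log2 values, without a further normalization or filter. Each set of arrays had its own fit with a mean for each of 8 groups and a spread per gene shared by the groups, which left 16 residual degrees of freedom for days 1 and 2 and 8 for day 3. Each siRNA was compared with control siRNA of the same cell line and day in 10 comparisons. In 5 further comparisons the effect in hTERT-RPE1 cells was subtracted from the effect in U2OS cells (an interaction term), and in 2 the effect of CASP8AP2 siRNA on day 1 was subtracted from that on day 2. All tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the 22069 genes, and a gene was called at an adjusted p under 0.05. The share of a transcript left was computed from the log2 fold change. The procedure was tested on simulated data with 200 changed genes among 22069. For CASP8AP2 siRNA in hTERT-RPE1 cells on day 2 it recovered 183 of the 200 genes with 10 false calls, and for CASP8AP2 siRNA in U2OS cells on day 3 it recovered 167 with 12 false calls. Of the smallest planted changes, which lay under 1 on the log2 scale, it recovered 79% and 53.1%. No planted change was called with the wrong sign. The simulated noise had the same spread in every group, so the test does not cover groups of unequal spread.

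The effects of the siRNAs within a cell line on day 3 were compared by Pearson's r across all genes, which are not independent replicates. Each comparison uses the same control arrays, so r was also computed for 100 simulated sets of unchanged groups against those controls, and with a different control array for each siRNA. The simulation gave every group the same spread per gene. It was also made with 1 control array, which was decided after the values were seen.

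The gene table used here for symbols holds no Ensembl identifiers. Symbols were taken from the authors' own pairing of Ensembl identifiers with symbols for genes of their siRNA screen, which was used here in part and names 1924 of the 22069 genes (8.72%), and they are printed as the authors wrote them. "Among genes with a symbol" refers to these 1924 genes. The genes named in each siRNA comparison were the 2 largest rises and the 2 largest falls among called genes with a symbol for which every siRNA array lay beyond every control array. The gene targeted in the comparison was left out of this choice, and not every gene that meets this rule is reported here. For the difference between cell lines under CASP8AP2 siRNA on day 3, the 2 largest each way were named. CASP8AP2, NPAT, HINFP and H1F0 were always named, as were the p53 target genes with the largest called rises under CASP8AP2 siRNA in hTERT-RPE1 cells on day 3. For each cell line the Ensembl gene with the largest rise and the one with the largest fall under CASP8AP2 siRNA on day 3 were added where no symbol was paired, and this was decided after their values were seen. A list of 71 canonical histone genes had 0 members with a paired symbol, and a list of 45 p53 target genes had 8 (17.8%). A list of 68 genes of the p53 pathway had 18 (26.5%). A set test could be computed for the p53 lists, but the genes with a symbol come from a screen and are a small share of each list, so a test of them would not speak for the list. Tests of these lists as sets were taken as void and were not made. The canonical histone genes, H1FX, CDKN1A and MDM2 were not analysed by name here, and the genes without a symbol may include them. The 8 p53 target genes are given singly, with the Benjamini-Hochberg adjustment over all genes and over the list alone.

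Sets of human cell cycle marker genes given by Ensembl identifier were tested in the 10 siRNA comparisons. The arrays held 85 of 93 G1 markers, 89 of 95 S markers and 77 of 81 G2M markers. The tests were limma's camera with a correlation between genes of 0.01, camera with the correlation estimated from the arrays, and fry, each adjusted over all sets and comparisons.

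The groups, tests, threshold, naming rule and most alternatives were fixed before the data were examined. These alternatives were a fit of only the arrays compared, a fit of all 40 arrays, the replicate number as a block, quantile normalization, centring each array on its median, restricting the test to genes above the median level, requiring an absolute log2 fold change of at least 1 as well, and leaving out each array in turn. Cyclic loess normalization, the comparison of day 2 with day 1 by number of genes, the number of genes called on both day 2 and day 3, and the cell cycle marker sets were added after the data were examined. Where an array of day 3 was left out, the group kept a single array that is assumed to vary like the other groups.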

Results

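The study asked whether normal and tumor cells respond differently to the loss of CASP8AP2, NPAT and HINFP, which are regulators of histone genes. CASP8AP2 (also called FLASH) and NPAT are found at histone gene loci, and HINFP is a transcription factor that binds histone genes. Transcript levels were profiled on 40 arrays from U2OS and hTERT-RPE1 cells. CASP8AP2 siRNA was compared with control siRNA on days 1 and 2 in 3 replicates per group, and CASP8AP2, NPAT and HINFP siRNA were compared with control siRNA on day 3 in 2 replicates per group. The log2 values lay between 1.82 and 13.58 on days 1 and 2, and between 2.28 and 13.31 on day 3. Replicate arrays correlated with r between 0.996 and 0.998 on days 1 and 2, and with r between 0.995 and 0.997 on day 3, and no pair of arrays held identical values. The median standard error of a log2 fold change against control was 0.09 on days 1 and 2 and 0.11 on day 3, and the number of arrays limits the precision.

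The transcripts targeted by the siRNAs were examined first, since they check the labels of the arrays. CASP8AP2 (ENSG00000118412) in hTERT-RPE1 cells changed from 7.59 ± 0.01 (SD, n = 3) with control siRNA to 6.74 ± 0.12 with CASP8AP2 siRNA on day 1, from 7.56 ± 0.22 to 6.80 ± 0.14 on day 2, and from 7.49 ± 0.03 (SD, n = 2) to 6.72 ± 0.08 on day 3. The log2 fold changes were -0.85 (SE 0.09, limma adjusted p 1.79e-05), -0.76 (adjusted p 1.55e-05) and -0.77 (SE 0.11, adjusted p 0.000821), which left 55.5%, 59.1% and 58.7% of the transcript. CASP8AP2 in U2OS cells changed from 6.76 ± 0.09 (SD, n = 3) to 5.46 ± 0.12 on day 1, from 6.99 ± 0.03 to 5.26 ± 0.07 on day 2, and from 6.81 ± 0.01 (SD, n = 2) to 5.64 ± 0.14 on day 3. Its log2 fold changes there were -1.30 (adjusted p 1.59e-08), -1.73 (adjusted p 2.01e-11) and -1.18 (adjusted p 2.15e-05), with 40.6%, 30.1% and 44.3% left. NPAT (ENSG00000149308) changed with its own siRNA on day 3 from 8.36 ± 0.11 (SD, n = 2) to 7.05 ± 0.02 in hTERT-RPE1 cells, leaving 40.3% (log2 fold change -1.31, SE 0.11, adjusted p 3.65e-05), and from 8.62 ± 0.04 to 7.04 ± 0.17 in U2OS cells, leaving 33.3% (log2 fold change -1.59, adjusted p 4.78e-06). HINFP (ENSG00000172273) changed with its own siRNA from 7.24 ± 0.13 to 6.19 ± 0.05 in hTERT-RPE1 cells, leaving 48.4% (log2 fold change -1.05, SE 0.15, adjusted p 0.00263), and from 6.98 ± 0.17 to 5.34 ± 0.39 in U2OS cells, leaving 32.0% (log2 fold change -1.64, adjusted p 2.63e-05). In all 10 comparisons every siRNA array lay below every control array. Fitting only the arrays compared moved these tests most, with the highest adjusted p at 0.0376 for HINFP in hTERT-RPE1 cells.

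**Figure D1:**
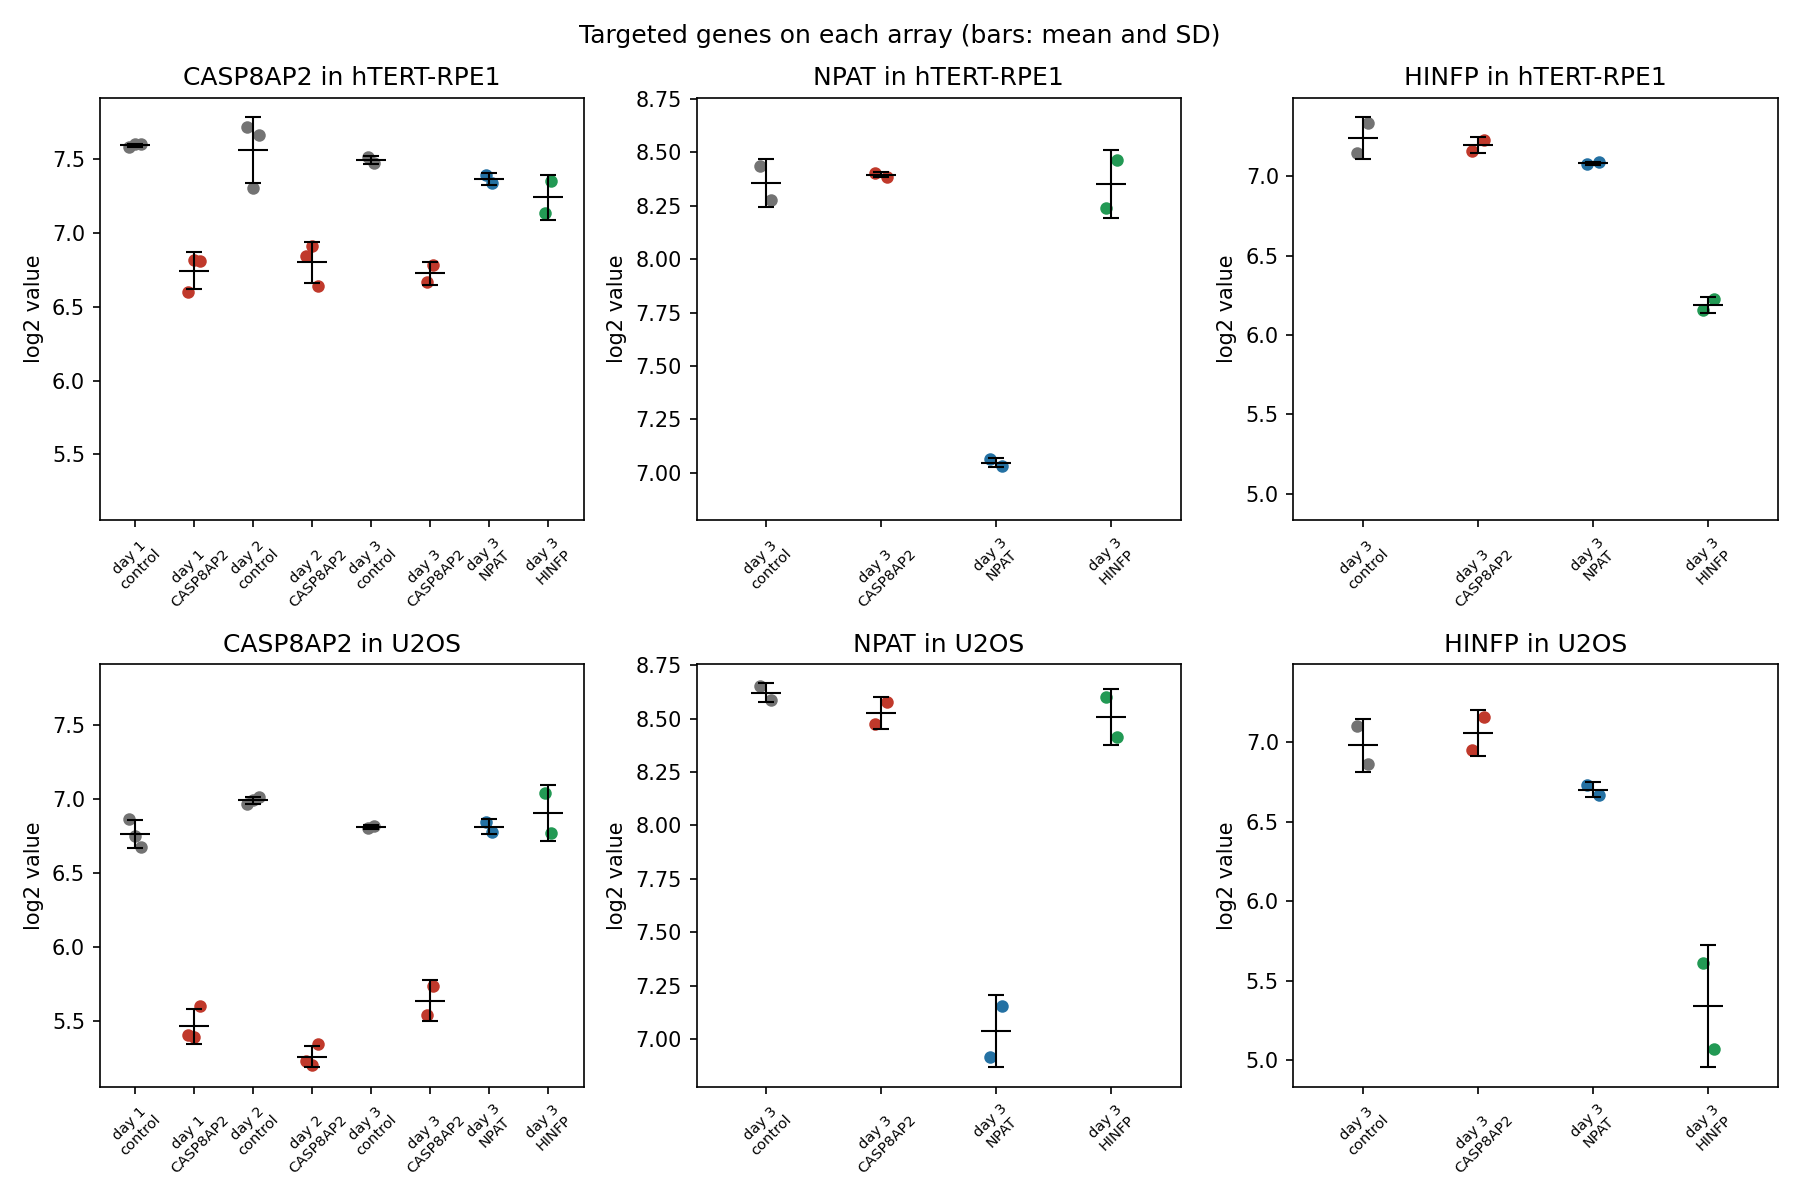
Log2 expression (y axis) of CASP8AP2, NPAT and HINFP on each array, by cell line and siRNA, with a point per array and the mean and SD of each group as a line with bars. In every panel each array with the gene's own siRNA lies below each control array of the same line and day, for example HINFP at 6.19 against 7.24 in hTERT-RPE1 cells.

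The knockdown of CASP8AP2 differed between the lines on day 2, when the log2 fold change in U2OS cells minus that in hTERT-RPE1 cells was -0.97 (SE 0.13, adjusted p 4.56e-05). The same difference was -0.45 on day 1 (adjusted p 0.159) and -0.41 on day 3 (adjusted p 0.113), and it was -0.28 for NPAT (adjusted p 0.354) and -0.60 for HINFP (adjusted p 0.156), so none of these was called. Before the adjustment over all genes, limma gave p 0.00287, 0.0196, 0.0981 and 0.014 in the same order. Each difference lay on the side of a stronger knockdown in U2OS cells. The HINFP difference was called in the fit of all 40 arrays (adjusted p 0.0157, with a range from 0.0157 to 0.278 over the alternatives) and without replicate 1 of HINFP siRNA in U2OS cells (-0.87, adjusted p 0.0203). Whether the siRNAs changed the other targeted transcripts was also tested. A single call was made, a rise of HINFP under CASP8AP2 siRNA in U2OS cells on day 2 from 7.50 ± 0.10 (SD, n = 3) to 7.70 ± 0.07 (log2 fold change 0.19, adjusted p 0.0262). It was lost in the fit of only the arrays compared (adjusted p 0.0942), in the fit of all 40 arrays (0.132) and after centring on the median (0.0678), with a range from 0.00334 to 0.132 over the alternatives. It was also lost without control replicate 1 (log2 fold change 0.15), without control replicate 3 (0.19) and without CASP8AP2 siRNA replicate 3 (0.16). The other cross effects lay between -0.28 and 0.14.

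To see how widely each siRNA changed the transcriptome, the genes called in each comparison of day 3 were counted. In hTERT-RPE1 cells CASP8AP2 siRNA changed 1358 genes (6.15% of all genes, 798 higher and 560 lower), NPAT siRNA changed 1112 (522 higher and 590 lower) and HINFP siRNA changed 915 (471 higher and 444 lower). In U2OS cells CASP8AP2 siRNA changed 4165 genes (18.9%, 1746 higher and 2419 lower), NPAT siRNA changed 1794 (847 higher and 947 lower) and HINFP siRNA changed 2081 (1013 higher and 1068 lower). An absolute log2 fold change of at least 1 was also met by 191, 76 and 46 of the genes in hTERT-RPE1 cells and by 338, 118 and 172 in U2OS cells. Most of these were higher, with 172 higher and 19 lower, 66 and 10, and 34 and 12 in hTERT-RPE1 cells, and 197 and 141, 85 and 33, and 121 and 51 in U2OS cells. In the fit of only the arrays compared, HINFP siRNA in hTERT-RPE1 cells had 25 genes in place of 915. CASP8AP2 and NPAT siRNA in these cells had 384 and 149 in place of 1358 and 1112. In U2OS cells the fit gave 2455 genes under CASP8AP2 siRNA and 1108 under HINFP siRNA, in place of 4165 and 2081. Except for HINFP siRNA in hTERT-RPE1 cells, the requirement of at least 1 lowered the counts of day 3 further than this fit did. Which direction held the majority was not settled for every comparison. In U2OS cells under NPAT siRNA there were 938 higher and 700 lower genes after cyclic loess normalization, and 677 higher and 1375 lower after centring on the median. Cyclic loess normalization gave 623 higher and 499 lower genes under NPAT siRNA in hTERT-RPE1 cells and 1160 higher and 945 lower under HINFP siRNA in U2OS cells.

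Single arrays weighed on these counts. For hTERT-RPE1 cells on day 3, the number under CASP8AP2 siRNA was 687 without CASP8AP2 siRNA replicate 1 and 541 without replicate 2, in place of 1358. The number under NPAT siRNA was 235 without NPAT siRNA replicate 1 and 451 without replicate 2, in place of 1112, and the number under HINFP siRNA was 145 and 344 without HINFP siRNA replicates 1 and 2, in place of 915. For U2OS cells on day 3, the number under CASP8AP2 siRNA was 2227 without control replicate 1, 2451 without control replicate 2 and 1792 without CASP8AP2 siRNA replicate 1, in place of 4165. Under NPAT siRNA it was 510 and 814 without control replicates 1 and 2, and 927 and 554 without NPAT siRNA replicates 1 and 2, in place of 1794. Under HINFP siRNA it was 833 and 1141 without control replicates 1 and 2, and 814 without HINFP siRNA replicate 2, in place of 2081.

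**Figure D2:**
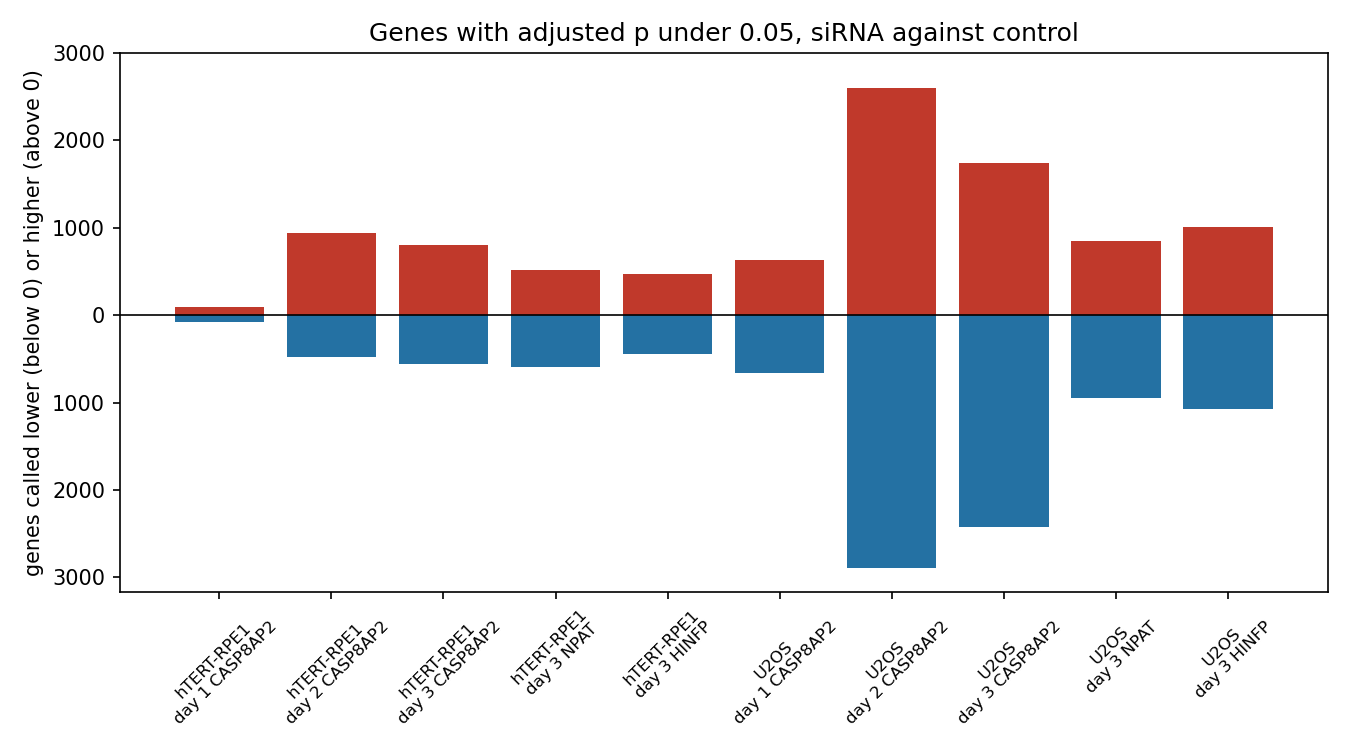
Number of genes called at an adjusted p under 0.05 (y axis) in each of the 10 comparisons of an siRNA with control, with genes that were higher drawn above 0 and genes that were lower drawn below 0. Bars reach from 99 higher and 76 lower genes in hTERT-RPE1 cells on day 1 to 2600 higher and 2892 lower genes in U2OS cells on day 2, a split that is 3238 and 2102 after cyclic loess normalization.

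The time course addressed when the changes after CASP8AP2 siRNA begin. In hTERT-RPE1 cells 175 genes were called on day 1 (99 higher and 76 lower) and 1413 on day 2 (937 higher and 476 lower). In U2OS cells 1295 genes were called on day 1 (631 higher and 664 lower) and 5492 on day 2 (2600 higher and 2892 lower). After centring each array on its median, the day 2 genes in hTERT-RPE1 cells were 703 higher and 974 lower. After cyclic loess normalization the genes in U2OS cells were 704 higher and 629 lower on day 1 and 3238 higher and 2102 lower on day 2. The day 1 count in hTERT-RPE1 cells was 93, 98 and 107 without control replicates 1, 2 and 3, and 80 and 94 without CASP8AP2 siRNA replicates 1 and 2. The day 2 count in these cells was 874 without CASP8AP2 siRNA replicate 3. The effect on day 2 differed from that on day 1 for 144 genes in hTERT-RPE1 cells, 133 with the higher log2 fold change on day 2 and 11 with the lower. This count was 83 without CASP8AP2 siRNA replicate 3 of day 1, and 88 without CASP8AP2 siRNA replicate 3 of day 2. In U2OS cells 1554 genes differed between the days, 882 with the higher and 672 with the lower value on day 2.

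Genes called on more than 1 day were compared by sign. Of the genes called on both day 1 and day 2, 139 of 141 in hTERT-RPE1 cells and 1050 of 1064 in U2OS cells had the same sign. The arrays of days 2 and 3 were taken as normalized separately, so only calls made within each set were compared. In hTERT-RPE1 cells 542 genes were called on both days, against 86.9 for unrelated lists of these sizes, and 534 of them had the same sign. In U2OS cells 2381 genes were called on both days, against 1036.5, and 2325 had the same sign. In the fit of only the arrays compared, 212 and 1487 genes had the same sign on both days.

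The cell lines were compared directly through the interaction term. The effect of CASP8AP2 siRNA differed between the lines for 152 genes on day 1 (62 with the higher log2 fold change in U2OS cells and 90 with the lower), for 2073 on day 2 (1007 and 1066) and for 2107 on day 3 (893 and 1214). The effect of NPAT siRNA differed for 764 genes (412 and 352), and that of HINFP siRNA for 695 (378 and 317). The splits moved with the scaling. Under cyclic loess normalization day 2 gave 1209 and 761, and centring on the median gave 285 and 486 for NPAT siRNA and 300 and 416 for HINFP siRNA. Of the 2107 genes on day 3, 1362 were called against control in U2OS cells only, 384 in hTERT-RPE1 cells only, 57 in both lines with the same sign, 77 in both with opposite signs and 227 in neither.

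These interaction counts also moved when single arrays were left out. On day 1 the count was 84 without CASP8AP2 siRNA replicate 3 of hTERT-RPE1 cells, 101 without control replicate 3 of U2OS cells and 94 without CASP8AP2 siRNA replicate 1 of U2OS cells, in place of 152. The CASP8AP2 count of day 3 was 950 without CASP8AP2 siRNA replicate 2 of hTERT-RPE1 cells, and in U2OS cells 1102 and 1118 without control replicates 1 and 2 and 919 without CASP8AP2 siRNA replicate 1, in place of 2107. For NPAT siRNA it was 153 and 369 without NPAT siRNA replicates 1 and 2 of hTERT-RPE1 cells, 205 and 361 without control replicates 1 and 2 of U2OS cells, and 317 and 281 without NPAT siRNA replicates 1 and 2 of U2OS cells, in place of 764. For HINFP siRNA it was 399 and 291 without HINFP siRNA replicates 1 and 2 of hTERT-RPE1 cells, 284 and 423 without control replicates 1 and 2 of U2OS cells, and 335 without HINFP siRNA replicate 2 of U2OS cells, in place of 695.

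Genes called in both lines mostly changed in the same direction. Under CASP8AP2 siRNA this held for 106 of 107 genes on day 1 (10.3 shared for unrelated lists), 914 of 953 on day 2 (351.6) and 410 of 487 on day 3 (256.3). Under NPAT siRNA it held for 200 of 232 genes (90.4), and under HINFP siRNA for 248 of 276 (86.3).

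The effects of the 3 siRNAs were then compared within each line on day 3, since CASP8AP2, NPAT and HINFP all act on histone genes. Across all genes in hTERT-RPE1 cells r was 0.65 between CASP8AP2 and NPAT siRNA, 0.59 between CASP8AP2 and HINFP siRNA and 0.59 between NPAT and HINFP siRNA. Simulated unchanged groups that shared the control arrays gave 0.50. With a different control array for each siRNA the observed values were 0.342, 0.274 and 0.239. In U2OS cells r was 0.731, 0.713 and 0.652 for the same pairs, and 0.585, 0.582 and 0.489 with different control arrays. In hTERT-RPE1 cells r was 0.727, 0.674 and 0.699 without control replicate 1 and 0.709, 0.656 and 0.649 without control replicate 2, where simulated unchanged groups with 1 control array gave 0.655 to 0.679. The values for CASP8AP2 and NPAT siRNA lay above this range both times and those for CASP8AP2 and HINFP siRNA within it. NPAT and HINFP siRNA lay above it without replicate 1 and below it without replicate 2. The simulation gave every group the same spread. In hTERT-RPE1 cells the control arrays deviated more from their group mean (SD 0.1232) than the siRNA arrays (0.0911 to 0.0965). Unchanged groups would then give a higher r than simulated, so the simulated values do not show an r beyond chance in these cells. The values with a different control array for each siRNA do not rest on this simulation. Of the genes called with both CASP8AP2 and NPAT siRNA, 494 of 498 in hTERT-RPE1 cells and 1314 of 1324 in U2OS cells had the same sign, and these lists share their control arrays.

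H1F0 (ENSG00000189060), the gene of the replication-independent linker histone H1.0, is one of the genes that the study places under HINFP, and it was followed in all comparisons. In hTERT-RPE1 cells it rose with CASP8AP2 siRNA from 6.71 ± 0.08 (SD, n = 3) to 9.00 ± 0.30 on day 1, from 6.74 ± 0.05 to 9.20 ± 0.05 on day 2, and from 6.59 ± 0.01 (SD, n = 2) to 8.58 ± 0.23 on day 3. The log2 fold changes were 2.29 (SE 0.10, limma adjusted p 6.87e-12), 2.46 (adjusted p 4.98e-13) and 1.99 (adjusted p 6.33e-06), and the change did not differ between days 1 and 2 (difference 0.17, adjusted p 0.798). NPAT siRNA raised it to 7.93 ± 0.22 (log2 fold change 1.34, adjusted p 0.000544), whereas with HINFP siRNA it was 5.95 ± 0.23 (log2 fold change -0.65, adjusted p 0.0380). The call under HINFP siRNA was lost in the fit of only the arrays compared (adjusted p 0.124, with a range from 0.00289 to 0.124 over the alternatives). It was also lost without control replicate 1 (-0.64), control replicate 2 (-0.65), HINFP siRNA replicate 1 (-0.81) or HINFP siRNA replicate 2 (-0.49).

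In U2OS cells the level of H1F0 with control siRNA was 11.92 ± 0.09 (SD, n = 3) on day 1, 12.07 ± 0.07 on day 2 and 11.68 ± 0.08 (SD, n = 2) on day 3. No change was called under CASP8AP2 siRNA on day 1 (log2 fold change 0.10, adjusted p 0.682), day 2 (-0.08, adjusted p 0.656) or day 3 (-0.27, adjusted p 0.270), nor under NPAT siRNA (-0.26, adjusted p 0.386). HINFP siRNA lowered it to 10.00 ± 0.31 (log2 fold change -1.68, adjusted p 3.23e-05). The effect in U2OS cells minus that in hTERT-RPE1 cells was -2.19 (adjusted p 8.49e-09), -2.54 (adjusted p 2.58e-10) and -2.26 (adjusted p 8.54e-05) for CASP8AP2 siRNA on days 1, 2 and 3, and -1.60 for NPAT siRNA (adjusted p 0.00265). For HINFP siRNA it was -1.04 (adjusted p 0.0246), a call that was lost in the fit of only the arrays compared (adjusted p 0.0647, with a range from 0.00105 to 0.0647 over the alternatives). That call was also lost without hTERT-RPE1 control replicate 1 (-1.04), hTERT-RPE1 control replicate 2 (-1.03), hTERT-RPE1 HINFP siRNA replicate 1 (-0.88), U2OS control replicate 1 (-1.09), U2OS control replicate 2 (-0.98) or U2OS HINFP siRNA replicate 2 (-0.82).

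**Figure D3:**
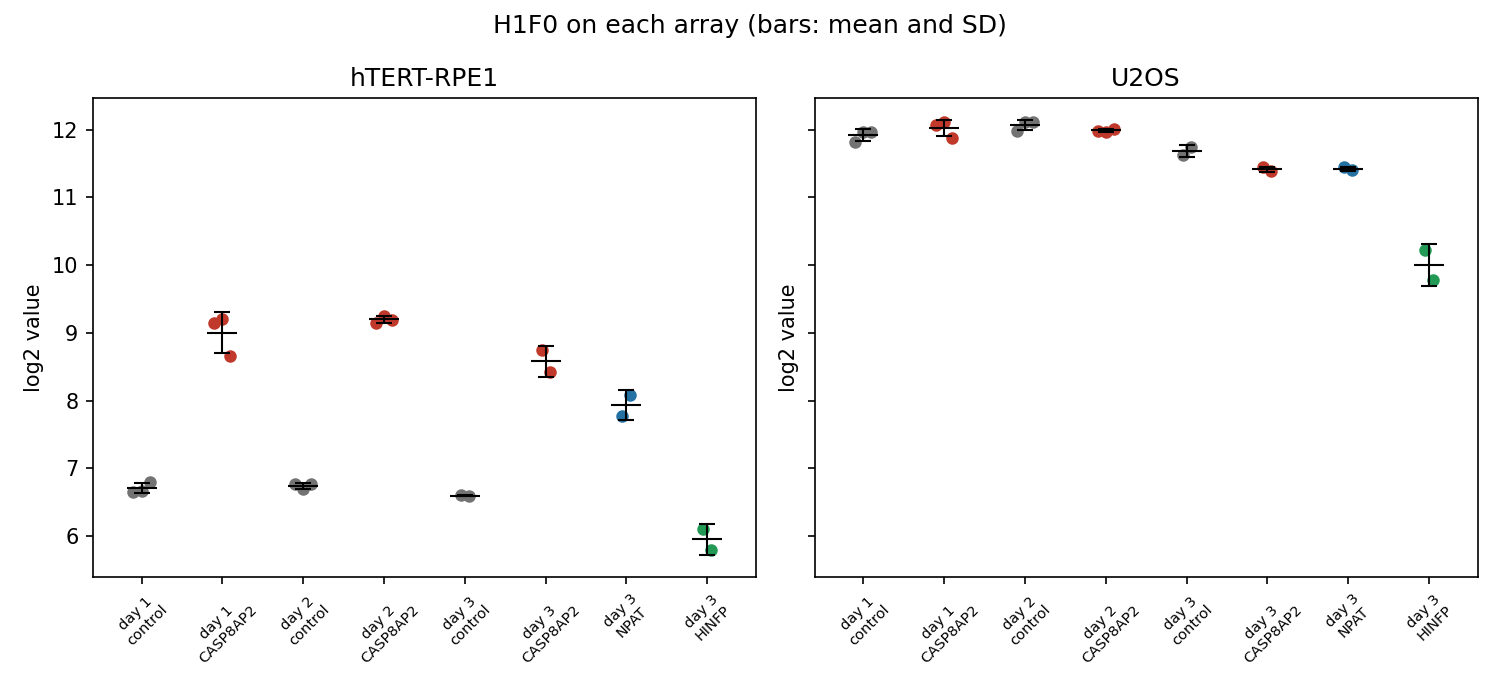
Log2 expression of H1F0 (y axis) on each array, by cell line, day and siRNA, with a point per array and the mean and SD of each group as a line with bars. With CASP8AP2 siRNA the level in hTERT-RPE1 cells lies at 8.58 to 9.20 against 6.59 to 6.74 with control siRNA, while in U2OS cells it lies at 11.41 to 12.02 against 11.68 to 12.07.

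Among genes with a symbol, CCNA1 (ENSG00000133101, cyclin A1) had the largest rise under CASP8AP2 siRNA on day 3 in both lines. It changed from 4.10 ± 0.19 (SD, n = 2) to 7.60 ± 0.06 in hTERT-RPE1 cells (log2 fold change 3.49, SE 0.19, adjusted p 1.72e-07) and from 4.14 ± 0.20 to 7.16 ± 0.32 in U2OS cells (log2 fold change 3.02, adjusted p 5.83e-07). On day 2 its log2 fold changes were 2.18 (adjusted p 1.06e-09) and 2.13 (adjusted p 4.39e-10). The next largest rise in hTERT-RPE1 cells on day 3 was that of C3 (ENSG00000125730), from 4.92 ± 0.16 to 7.38 ± 0.13 (log2 fold change 2.47, SE 0.29, adjusted p 0.000172). The largest fall was that of DHRS3 (ENSG00000162496), from 10.27 ± 0.15 to 8.67 ± 0.19 (log2 fold change -1.60, SE 0.13, adjusted p 6.33e-06), followed by SULF1 (ENSG00000137573) at -1.05 (SE 0.24, adjusted p 0.0210). The SULF1 call was lost in the fit of only the arrays compared (adjusted p 0.207, with a range from 0.000222 to 0.207 over the alternatives), without control replicate 2 (-0.78) and without CASP8AP2 siRNA replicate 1 (-0.57). In U2OS cells DKK1 (ENSG00000107984) rose from 4.73 ± 0.01 to 6.94 ± 0.14 on day 3 (log2 fold change 2.21, SE 0.10, adjusted p 5.31e-08) and by 2.34 on day 2 (adjusted p 3.78e-12). PCDHB5 (ENSG00000113209) fell in U2OS cells on day 3 (log2 fold change -1.68, adjusted p 0.000277) and on day 2 (-1.28, adjusted p 9.95e-08).

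Between the lines on day 3 the largest differences of the CASP8AP2 effect among genes with a symbol were those of DHRS3 and DKK1, which were higher in U2OS cells, and those of C3 and H1F0, which were lower. DHRS3 differed by 2.32 (adjusted p 1.60e-05), with a rise of 0.72 in U2OS cells (adjusted p 0.00180) and the fall in hTERT-RPE1 cells. DKK1 differed by 2.17 (adjusted p 3.87e-06), with a log2 fold change of 0.04 in hTERT-RPE1 cells (adjusted p 0.888). C3 differed by -2.51 (adjusted p 0.00301), with a log2 fold change of -0.05 in U2OS cells (adjusted p 0.944).

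The same rule was applied to the earlier days. In hTERT-RPE1 cells on day 1 it named KCNJ15 (ENSG00000157551; log2 fold change 0.73, adjusted p 0.00831), C13orf34 (ENSG00000136122; -0.44, adjusted p 0.00359) and UBE2V2 (ENSG00000169139; -0.37, adjusted p 0.0178), besides H1F0. These calls were lost in the fit of only the arrays compared, at adjusted p 0.169, 0.0623 and 0.214, where the alternatives ranged from 0.000933 to 0.169, from 0.00118 to 0.0623 and from 0.00622 to 0.214. KCNJ15 was also lost without control replicate 3 (0.65) and without CASP8AP2 siRNA replicate 1 (0.58), and UBE2V2 without control replicate 2 (-0.32) and without CASP8AP2 siRNA replicate 2 (-0.30). UBE2V2 was lost with the replicate number as a block as well (adjusted p 0.116). On day 2 the falls were those of DHRS3 (-0.73, adjusted p 0.00148) and GULP1 (ENSG00000144366; -0.49, adjusted p 0.00125). In U2OS cells on day 1 the genes were IL13RA2 (ENSG00000123496; 1.14, adjusted p 2.14e-06), GLDC (ENSG00000178445; 0.78, adjusted p 0.0339), MRPS28 (ENSG00000147586; -0.95, adjusted p 0.000769) and TOMM22 (ENSG00000100216; -0.88, adjusted p 4.34e-07). GLDC was lost in the fit of only the arrays compared (adjusted p 0.129, with a range from 0.0154 to 0.129), without control replicates 2 (0.84) and 3 (0.54), and without CASP8AP2 siRNA replicates 1 (0.71) and 2 (0.68).

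Under NPAT siRNA in hTERT-RPE1 cells MCAM (ENSG00000076706) changed from 4.93 ± 0.03 (SD, n = 2) to 7.16 ± 0.11 (log2 fold change 2.23, SE 0.10, adjusted p 8.24e-08) and FST (ENSG00000134363) by 1.40 (adjusted p 1.01e-05). CYP1B1 (ENSG00000138061) changed from 9.94 ± 0.18 to 8.15 ± 0.17 (log2 fold change -1.79, SE 0.16, adjusted p 6.47e-05) and CA9 (ENSG00000107159) by -1.30 (adjusted p 0.00182). In U2OS cells NPAT siRNA raised DKK1 by 1.81 (adjusted p 8.56e-07) and ZNF280A (ENSG00000169548) by 1.72 (adjusted p 4.14e-05), and IL8 (ENSG00000169429) and BIRC3 (ENSG00000023445) changed by -1.65 (adjusted p 0.000150) and -1.46 (adjusted p 0.000148). Under HINFP siRNA in hTERT-RPE1 cells PLCB4 (ENSG00000101333) rose by 1.06 (adjusted p 4.08e-05) and ADAMTS14 (ENSG00000138316) by 0.98 (adjusted p 0.000529). CYP1B1 changed by -1.05 (adjusted p 0.00433), a call lost in the fit of only the arrays compared (adjusted p 0.0539, with a range from 8.37e-05 to 0.0539). PCDHB5 changed by -0.89 (adjusted p 0.0415), a call lost in that fit (adjusted p 0.0760), after quantile normalization (0.0507) and after cyclic loess normalization (0.0507), with a range from 0.00247 to 0.0760. PCDHB5 was also lost without control replicates 1 (-1.02) and 2 (-0.76) and without HINFP siRNA replicates 1 (-0.79) and 2 (-0.99). In U2OS cells HINFP siRNA raised DKK1 by 2.34 (adjusted p 2.04e-08) and DLL4 (ENSG00000128917) by 2.20 (adjusted p 1.75e-05). The largest falls were those of H1F0 and TSPAN7 (ENSG00000156298; -1.66, adjusted p 0.0187), and the latter was lost in the fit of only the arrays compared (adjusted p 0.109, with a range from 0.0108 to 0.109), without control replicate 1 (-1.43) and without HINFP siRNA replicate 1 (-0.90).

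Most genes have no symbol here, and some of these changed more. They could not be matched with the lists of histone and p53 target genes, so members of those lists may be among them. The largest rise under CASP8AP2 siRNA in hTERT-RPE1 cells on day 3 was that of ENSG00000130513, from 4.47 ± 0.12 (SD, n = 2) to 10.96 ± 0.01 (log2 fold change 6.49, adjusted p 2.28e-09). In U2OS cells this gene changed by 1.29 on day 3 (adjusted p 0.000916) and by 2.84 on day 2 (adjusted p 1.23e-11). In hTERT-RPE1 cells it also rose under NPAT siRNA (5.98, adjusted p 6.47e-09) and HINFP siRNA (3.64, adjusted p 1.69e-06). The largest rise in U2OS cells was that of ENSG00000252421, from 4.28 ± 0.19 to 10.26 ± 0.28 (log2 fold change 5.98, adjusted p 2.72e-10), and in hTERT-RPE1 cells it changed by 3.63 (adjusted p 3.88e-08). The largest falls were those of ENSG00000103888 in hTERT-RPE1 cells (log2 fold change -1.71, adjusted p 0.000522) and ENSG00000184348 in U2OS cells (-1.98, adjusted p 3.42e-05). The latter also fell in U2OS cells under NPAT siRNA (-1.62, adjusted p 0.000358) and HINFP siRNA (-1.36, adjusted p 0.000895).

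The study related the response of normal cells to p53 target genes, of which 8 of a list of 45 could be followed here (APAF1, BAX, BBC3, LRDD, PMAIP1, POLH, TRIM22 and XPC). Under CASP8AP2 siRNA in hTERT-RPE1 cells on day 3, PMAIP1 (ENSG00000141682) changed from 8.15 ± 0.08 (SD, n = 2) to 9.23 ± 0.06 (log2 fold change 1.08, SE 0.12, adjusted p 8.70e-05) and POLH (ENSG00000170734) from 9.17 ± 0.01 to 9.58 ± 0.05 (log2 fold change 0.41, SE 0.08, adjusted p 0.00662). These were the 2 genes called over all genes. APAF1 rose by 0.42 without a call (adjusted p 0.0658), and was called in 3 of 7 alternatives (adjusted p from 0.00279 to 0.272) and without control replicate 2 (0.64). With it 3 genes were called adjusted over the list alone, which is not independent evidence because the study looked at p53 target genes on these arrays too. The POLH call was lost in the fit of only the arrays compared (adjusted p 0.126, with a range from 0.000145 to 0.126) and without CASP8AP2 siRNA replicate 1 (0.37). PMAIP1 had log2 fold changes of 0.44 on day 1 (adjusted p 0.00270) and 0.94 on day 2 (adjusted p 1.30e-08), and the call of day 1 was lost in the fit of only the arrays compared (adjusted p 0.128, with a range from 0.000836 to 0.128). In U2OS cells on day 3 PMAIP1 changed by 0.23 (adjusted p 0.194) and POLH by -0.30 (adjusted p 0.0154). POLH was lost there in the fit of only the arrays compared (0.0893), after quantile normalization (0.0846) and after cyclic loess normalization (0.120), with a range from 0.00179 to 0.120, and without control replicates 1 (-0.28) and 2 (-0.32) or CASP8AP2 siRNA replicate 1 (-0.27). The effect in U2OS cells minus that in hTERT-RPE1 cells was -0.84 for PMAIP1 (adjusted p 0.00809) and -0.71 for POLH (adjusted p 0.00210) on day 3, and -0.59 for PMAIP1 on day 2 (adjusted p 0.000527). On day 3 there were 4 genes lower adjusted over the list alone, with TRIM22 (-0.60, adjusted p over all genes 0.106) and XPC (-0.46, adjusted p over all genes 0.120) besides these.

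The other p53 target genes called are named here after their values were seen. In hTERT-RPE1 cells on day 1 only PMAIP1 was called over all genes, and 2 genes were higher adjusted over the list alone. In hTERT-RPE1 cells on day 2, LRDD (log2 fold change 0.29, adjusted p 0.00398) and APAF1 (0.21, adjusted p 0.0352) were higher besides PMAIP1, and 5 genes were higher adjusted over the list alone. LRDD was lost in the fit of only the arrays compared (0.0857, with a range from 0.00144 to 0.0857). APAF1 was lost in 5 of 7 alternatives (adjusted p from 0.0146 to 0.205) and without control replicates 1 (0.22) and 2 (0.19) or CASP8AP2 siRNA replicates 2 (0.20) and 3 (0.21). In U2OS cells on day 2 APAF1 (0.49, adjusted p 2.64e-06), TRIM22 (0.43, adjusted p 7.66e-05), PMAIP1 (0.36, adjusted p 0.000652) and LRDD (0.21, adjusted p 0.0118) were higher and BAX was lower (-0.19, adjusted p 0.0442), which gave 4 higher and 1 lower adjusted over the list alone. LRDD was lost in 2 alternatives (adjusted p from 0.00144 to 0.0802), without control replicate 2 (0.16) and without CASP8AP2 siRNA replicate 3 (0.17). BAX was lost in 3 alternatives (adjusted p from 0.0132 to 0.238) and without each control replicate (-0.18, -0.20 and -0.19) or each CASP8AP2 siRNA replicate (-0.18, -0.20 and -0.19). In U2OS cells on day 3, APAF1 was higher (0.39, adjusted p 0.0452) and TRIM22 was lower (-0.53, adjusted p 0.0305), with 2 higher and 3 lower adjusted over the list alone. APAF1 was lost in 2 alternatives (adjusted p from 0.00254 to 0.0754) and without control replicates 1 (0.33) and 2 (0.45) or CASP8AP2 siRNA replicates 1 (0.47) and 2 (0.31). TRIM22 was lost in the fit of only the arrays compared (0.127, with a range from 0.00112 to 0.127), without control replicate 2 (-0.37) and without CASP8AP2 siRNA replicate 1 (-0.29).

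In U2OS cells on day 1 PMAIP1 (0.26, adjusted p 0.0311) and APAF1 (0.20, adjusted p 0.0492) were higher, which were also the 2 called adjusted over the list alone. Each was lost in 4 alternatives, with adjusted p from 0.0122 to 0.0946 for PMAIP1 and from 0.0190 to 0.233 for APAF1. PMAIP1 was lost there without control replicates 1 (0.28) and 3 (0.22) or CASP8AP2 siRNA replicates 1 (0.28), 2 (0.27) and 3 (0.23). APAF1 was lost without control replicates 1 (0.19) and 2 (0.16) or CASP8AP2 siRNA replicates 1 (0.23), 2 (0.21) and 3 (0.17).

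Under NPAT siRNA in hTERT-RPE1 cells PMAIP1 (1.01, adjusted p 0.000473), APAF1 (0.65, adjusted p 0.0114) and POLH (0.39, adjusted p 0.0120) were higher, the 3 that were also called adjusted over the list alone. The call of APAF1 was lost in the fit of only the arrays compared (0.130, with a range from 2.86e-05 to 0.130), without control replicate 1 (0.43) and without NPAT siRNA replicate 1 (0.60). POLH was lost in the same fit (0.143, with a range from 0.000345 to 0.143) and without NPAT siRNA replicates 1 (0.41) and 2 (0.37). Under HINFP siRNA PMAIP1 alone was higher by both adjustments (0.46, adjusted p 0.0448). The call was lost in the fit of only the arrays compared (0.253) and with the replicate number as a block (0.0505), with a range from 0.00244 to 0.253. It was also lost without control replicates 1 (0.40) and 2 (0.51) or HINFP siRNA replicate 1 (0.25). In U2OS cells APAF1 was higher under NPAT siRNA (0.60, adjusted p 0.0114), a call lost without control replicate 1 (0.54) and without NPAT siRNA replicate 2 (0.50). Adjusted over the list alone, TRIM22 was also lower under NPAT siRNA (-0.54, adjusted p over all genes 0.0508, from 0.00196 to 0.0701 over the alternatives), and POLH was lower under HINFP siRNA (-0.25, adjusted p over all genes 0.0577, from 0.0127 to 0.156 over the alternatives).

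Differences between the lines were also called for p53 target genes. APAF1 was higher in U2OS cells under CASP8AP2 siRNA on day 2 (difference 0.27, adjusted p 0.0478), against the direction of PMAIP1, and adjusted over the list alone 1 gene was higher and 2 were lower. The APAF1 call was lost in 3 alternatives (adjusted p from 0.0152 to 0.136) and without any single array other than hTERT-RPE1 control replicate 2 (0.24 to 0.29). Under NPAT siRNA the difference was -0.91 for PMAIP1 (adjusted p 0.0121) and -0.51 for POLH (adjusted p 0.0241). PMAIP1 was lost there without hTERT-RPE1 NPAT siRNA replicate 1 (-0.90), U2OS control replicate 1 (-0.88) or U2OS NPAT siRNA replicate 2 (-0.86). POLH was lost in the fit of only the arrays compared (0.0682, with a range from 0.00113 to 0.0682) and without any single array other than hTERT-RPE1 control replicate 1 (-0.56 to -0.47).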

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

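The test by cyclic loess normalization, the test of H1F0 under a different siRNA pool and the comparison of day 2 with day 1 by number of genes were chosen only after the result was seen.

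The effects of the siRNAs differed between the cell lines by a test of the difference itself. With CASP8AP2 siRNA this held for 152 genes on day 1 and 2073 on day 2. Of 100 ways of regrouping the arrays within each line, the real one included, 9 gave as many genes on day 1 and 7 on day 2. The 8 and 6 others all kept the true grouping in 1 of the lines. They hold the real siRNA effect of that line, so their counts do not measure chance. Where both lines were regrouped (84 and 83 of the ways), the highest count was 1 gene on each day. Those groups mix siRNA and control arrays, which widens their spread, so the regroupings do not settle the part of chance. The day 1 count was 84 without CASP8AP2 siRNA replicate 3 of hTERT-RPE1 cells, 101 without control replicate 3 of U2OS cells and 94 without CASP8AP2 siRNA replicate 1 of U2OS cells. After cyclic loess normalization there were 53 higher and 81 lower genes on day 1, and 1209 higher and 761 lower on day 2, so removing trends with the level of the gene left most of the number. The knockdown of CASP8AP2 itself differed between the lines on day 2 (difference -0.97, adjusted p 4.56e-05), so an unequal knockdown stays open there. On day 1 that difference was not called over all genes (-0.45, adjusted p 0.159). Its limma p before adjustment was 0.00287, so an unequal knockdown stays open on day 1 too. A biological difference between the lines stays open as well and was not tested.

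On day 3 the effect of CASP8AP2 siRNA differed between the lines for 2107 genes. The U2OS arrays with CASP8AP2 siRNA had a smaller interquartile range than the control arrays (4.09 against 4.22), and the log2 fold change in U2OS cells had a Spearman correlation of -0.205 with the level of the gene across genes, so a compressed range of values on these arrays might produce differences. Cyclic loess normalization, which removes such trends, gave 1906 genes, of which 1583 were shared with the same sign, and this argues against compression as the whole cause. Genes near the floor of the arrays in 1 line are also not the whole cause, since 65.6% of the genes lay above the median level in the control arrays of both lines, against 46.2% of all genes. A weaker knockdown in hTERT-RPE1 cells would make the changes there smaller, yet 29.2% of the genes (616) changed more in hTERT-RPE1 cells than in U2OS cells. For the remaining genes the weaker knockdown stays open, as does a biological difference between the tumor line and the normal line, which was not tested. The count was 950 without CASP8AP2 siRNA replicate 2 of hTERT-RPE1 cells, 1102 and 1118 without control replicates 1 and 2 of U2OS cells, and 919 without CASP8AP2 siRNA replicate 1 of U2OS cells.

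The effect of NPAT siRNA differed between the lines for 764 genes and that of HINFP siRNA for 695. The NPAT count was 153 and 369 without NPAT siRNA replicates 1 and 2 of hTERT-RPE1 cells, 205 and 361 without control replicates 1 and 2 of U2OS cells, and 317 and 281 without NPAT siRNA replicates 1 and 2 of U2OS cells. The HINFP count was 399 and 291 without HINFP siRNA replicates 1 and 2 of hTERT-RPE1 cells, 284 and 423 without control replicates 1 and 2 of U2OS cells, and 335 without HINFP siRNA replicate 2 of U2OS cells. After cyclic loess normalization, which removes trends with the level of the gene, there were 362 higher and 317 lower genes for NPAT siRNA and 358 higher and 336 lower for HINFP siRNA. The knockdown of NPAT was not called as different between the lines. That of HINFP (difference -0.60, adjusted p 0.156) was called in the fit of all 40 arrays (adjusted p 0.0157, with a range from 0.0157 to 0.278 over the alternatives) and without HINFP siRNA replicate 1 of U2OS cells (-0.87), so an unequal knockdown stays open there. A biological difference between the lines stays open as well and was not tested.

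The effect of CASP8AP2 siRNA differed between days 1 and 2 for 144 genes in hTERT-RPE1 cells and 1554 in U2OS cells. Of 100 regroupings, the real one included, 10 in hTERT-RPE1 cells and 11 in U2OS cells gave as many genes. The 9 and 10 others kept the true grouping on 1 of the days. They hold the real siRNA effect of that day, so their counts do not measure chance. Where both days were regrouped (82 and 78) the highest counts were 3 and 2. Those groups mix siRNA and control arrays, which widens their spread, so the regroupings do not settle the part of chance. The count in hTERT-RPE1 cells was 83 without CASP8AP2 siRNA replicate 3 of day 1 and 88 without CASP8AP2 siRNA replicate 3 of day 2. A difference common to all arrays of a day is taken up by the control arrays of that day. After cyclic loess normalization there were 135 higher and 11 lower genes in hTERT-RPE1 cells, and 1096 higher and 386 lower in U2OS cells. The time since transfection is the difference that the design names, and it stays open.

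H1F0 rose in hTERT-RPE1 cells under CASP8AP2 siRNA and did not rise in U2OS cells, and the difference between the lines was -2.19 on day 1, -2.54 on day 2 and -2.26 on day 3. The difference was -1.60 under NPAT siRNA. An effect of the CASP8AP2 siRNA pool outside its target could raise H1F0, but NPAT siRNA, a separate pool, also raised it in hTERT-RPE1 cells (log2 fold change 1.34), which argues against that as the whole cause. H1F0 was among the brightest genes in U2OS cells, so the arrays could be unable to show a further rise there. Of the 113 genes at least as bright in the U2OS control arrays, 1 was called higher under CASP8AP2 siRNA (log2 fold change 0.32). So few calls keep this explanation open in part. The highest values on the U2OS control arrays were 13.06 to 13.46, against means of 11.68 to 12.07 for H1F0. A limit at the top of the range of the arrays would therefore leave room for a small rise, and none was called. Whether the probes of H1F0 itself could show a rise as large as that in hTERT-RPE1 cells cannot be told. A limit of this kind does not bear on the fall of H1F0 in U2OS cells under HINFP siRNA (log2 fold change -1.68). A biological difference between the lines stays open and was not tested.

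Under HINFP siRNA the difference in H1F0 between the lines was -1.04, with a fall in both lines. The adjusted p was 0.0647 in the fit of only the arrays compared, and ranged from 0.00105 to 0.0647 over the alternatives. The call was lost without hTERT-RPE1 control replicates 1 (-1.04) and 2 (-1.03), hTERT-RPE1 HINFP siRNA replicate 1 (-0.88), U2OS control replicates 1 (-1.09) and 2 (-0.98), or U2OS HINFP siRNA replicate 2 (-0.82). No technical explanation was tested for it, and the spread of duplicate arrays keeps it open.

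The knockdown of CASP8AP2 itself differed between the lines on day 2, where the log2 fold change in U2OS cells minus that in hTERT-RPE1 cells was -0.97. Over the alternatives the difference lay between -1.02 and -0.93 and over the arrays left out between -1.05 and -0.85, and it was called in each, so the normalization is an unlikely cause. Compression of low values would act the other way, since the control level was lower in U2OS cells (6.99) than in hTERT-RPE1 cells (7.56). How well each line was transfected and a difference between the lines in the turnover of the transcript both stay open, and neither was tested.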

How the results depend on the processing

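Cyclic loess normalization, the counts for day 2 minus day 1 and the counts of genes with the same sign on days 2 and 3 were chosen only after the data were seen.

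All 10 targeted genes stayed called with the same direction under every alternative and without any single array, with the highest adjusted p at 0.0376. No called result changed direction under any of them.

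The fit of only the arrays compared has fewer residual degrees of freedom, which by itself lowers the number of calls, and it moved most counts. This loss is equal in both lines, yet counts fell further in hTERT-RPE1 cells. On day 3 their control arrays deviated more from the group mean (SD 0.1232) than those of U2OS cells (0.09025). Their siRNA arrays there ranged from 0.09106 to 0.09654, against 0.09406 to 0.1153 in U2OS cells. The shared spread may thus be too small for the hTERT-RPE1 control arrays. On day 1 the control arrays were alike (0.1022 to 0.1057 and 0.1025 to 0.1131). The cause was not tested. In hTERT-RPE1 cells this fit called 28, 495, 384, 149 and 25 genes (days 1 and 2, then CASP8AP2, NPAT and HINFP siRNA on day 3), in place of 175, 1413, 1358, 1112 and 915. In U2OS cells it called 612 genes on day 1, 2455 under CASP8AP2 siRNA on day 3 and 1108 under HINFP siRNA, in place of 1295, 4165 and 2081. Differences between the lines fell to 70 (day 1), 1041, 455 and 289 genes (day 3, CASP8AP2, NPAT and HINFP siRNA), and day 2 minus day 1 in hTERT-RPE1 cells to 67. Genes with the same sign on days 2 and 3 numbered 212 and 1487. In hTERT-RPE1 cells its calls were more often higher than lower, at 20 and 8, 429 and 66, 312 and 72, 112 and 37, and 19 and 6. On day 3 the fit of all 40 arrays called 2489, 2477 and 2281 genes in hTERT-RPE1 cells, 3156 under NPAT siRNA and 3467 under HINFP siRNA in U2OS cells, and 3742, 2131 and 1708 genes that differed between the lines. On days 1 and 2 it called fewer genes than reported, with 89 higher and 57 lower, then 850 and 383, in hTERT-RPE1 cells, 579 and 580, then 2498 and 2707, in U2OS cells, and 59 and 62, then 933 and 946, for the lines. The cause was not tested. On day 3 its majority was on the other side under HINFP siRNA in hTERT-RPE1 cells (1133 and 1148) and for the lines under NPAT siRNA (952 and 1179) and HINFP siRNA (798 and 910).

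Arrays that share a replicate number within a line and day did not deviate together on days 1 and 2 (r of their deviations between -0.102 and 0.0579), so the numbers do not pair the samples there. On day 3 r lay between -0.0748 and 0.205, and with 2 arrays per group it is not settled whether the numbers pair the samples. With the replicate block, counts were 64 for CASP8AP2 siRNA in hTERT-RPE1 cells on day 1 (44 higher and 20 lower), 55 for the difference between the lines on day 1, and 86 and 996 for day 2 minus day 1 in hTERT-RPE1 and U2OS cells, and 7 single-gene calls were lost, among them UBE2V2 on day 1 and PMAIP1 under HINFP siRNA in hTERT-RPE1 cells. The cause was not tested.

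Restricting the tests to genes above the median level gave 280 genes in hTERT-RPE1 cells on day 1. It gave r 0.770 for CASP8AP2 and NPAT siRNA and 0.679 for NPAT and HINFP siRNA in U2OS cells, in place of 0.731 and 0.652, and the split for day 2 minus day 1 in U2OS cells was 794 higher and 921 lower, in place of 882 and 672. The majority also changed for the lines under NPAT siRNA (470 and 576) and HINFP siRNA (374 and 417). The cause was not tested. An absolute log2 fold change of at least 1 as well was met by 16 and 73 genes on days 1 and 2 and 191, 76 and 46 on day 3 in hTERT-RPE1 cells, and by 36 and 313, then 338, 118 and 172, in U2OS cells. It was met by 24, 207, 434, 170 and 214 of the differences between the lines and by 27 and 148 of those between the days. On day 3 the majority of these genes was higher where that of all calls was lower in hTERT-RPE1 cells under NPAT siRNA (66 and 10) and in U2OS cells under CASP8AP2 (197 and 141), NPAT (85 and 33) and HINFP siRNA (121 and 51), as on day 2 in U2OS cells (243 and 70) and for the lines (146 and 61). The cause was not tested.

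Quantile normalization, median centring and cyclic loess normalization left all 17 counts within 1.5 times the reported one. They moved the median of all genes by at most 0.07, but several splits changed. With median centring the higher and lower genes were 703 and 974 (in place of 937 and 476) in hTERT-RPE1 cells on day 2, 556 and 335 (471 and 444) under HINFP siRNA in these cells, 1363 and 2963 (1746 and 2419) under CASP8AP2 siRNA in U2OS cells on day 3, and 677 and 1375 (847 and 947) under NPAT siRNA there. The splits of the differences between the lines on day 3 became 718 and 1526 (893 and 1214), 285 and 486 (412 and 352), and 300 and 416 (378 and 317). With cyclic loess they were 3238 and 2102 (2600 and 2892) in U2OS cells on day 2, 704 and 629 (631 and 664) in U2OS cells on day 1, 938 and 700 (847 and 947) under NPAT siRNA and 1160 and 945 (1013 and 1068) under HINFP siRNA in U2OS cells, 623 and 499 (522 and 590) under NPAT siRNA in hTERT-RPE1 cells, 1209 and 761 (1007 and 1066) for the lines on day 2, and 1096 and 386 (882 and 672) for day 2 minus day 1 in U2OS cells. Quantile normalization gave 591 and 563 under NPAT siRNA in hTERT-RPE1 cells, 915 and 757 under NPAT siRNA and 1089 and 984 under HINFP siRNA in U2OS cells, and 1075 and 959 for the lines on day 2, where median centring gave 1038 and 901. The majority stayed on the same side under these scalings in hTERT-RPE1 cells on day 1 and under CASP8AP2 and HINFP siRNA on day 3, in U2OS cells under CASP8AP2 siRNA on day 3, for the lines under CASP8AP2 siRNA on days 1 and 3, and for day 2 minus day 1. In the other comparisons it depends on the scaling, and the cause was not tested.

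Leaving out 1 array at a time gave these ranges, and on day 3 the lone array of a group was assumed to vary like the other groups. Counts in hTERT-RPE1 cells were 80 to 146 and 874 to 1327 on days 1 and 2, then 541 to 1107, 235 to 875 and 145 to 698 on day 3. In U2OS cells they were 883 to 1071 and 4658 to 4808, then 1792 to 4165, 510 to 927 and 814 to 1653. Differences between the lines were 84 to 150, 1698 to 2072, 919 to 2755, 153 to 874 and 284 to 636, and those between days 83 to 145 and 1175 to 1357. In hTERT-RPE1 cells r was 0.709 to 0.727 for CASP8AP2 and NPAT siRNA, 0.656 to 0.674 for CASP8AP2 and HINFP siRNA and 0.649 to 0.699 for NPAT and HINFP siRNA, and in U2OS cells it was 0.667 to 0.704 for the last pair. With 1 control array left, simulated unchanged groups gave 0.655 to 0.679 in place of 0.476 to 0.520, so r rises when a control array is left out. A fit of fewer arrays has less power, yet some counts rose, and the cause was not tested.

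Among single genes, 26 calls were lost in the fit of only the arrays compared, 6 were lost and 12 gained in the fit of all 40 arrays, and 4, 5 and 3 were lost with quantile normalization, median centring and cyclic loess. Calls were also gained, 3 with median centring, 1 with cyclic loess and 7 with genes above the median level. With 1 array left out at a time, single genes stayed on the same side of the threshold in 1147 fits, lost a call in 91 and gained one in 10. A gene near the floor of the arrays has little signal over background, and a fall of such a gene cannot be measured. Set tests of the canonical histone genes (with histone classes under HINFP siRNA and the replication-independent variants) and of the p53 target genes (with the pathway list), and their alternatives, were not run because too small a share of each list had a symbol (18 of 68 genes for the pathway list).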

Other observations

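The sets of cell cycle markers were tested only after the data were examined, while what each test would show was written down before its result.

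Chance was examined for the counts of genes under CASP8AP2 siRNA on days 1 and 2. Of the 10 ways to split the 6 arrays of a line and day into groups of 3, 1 gave as many genes in each of the 4 comparisons, which was the real one. The next highest counts were 1 and 2 genes in hTERT-RPE1 cells on days 1 and 2, and 1 and 1 in U2OS cells. With 10 splits the share cannot go below 0.1, so the splits alone cannot exclude chance.

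CASP8AP2 and NPAT siRNA gave correlated effects across genes on day 3 (r 0.653 in hTERT-RPE1 cells and 0.731 in U2OS cells). Shared control arrays could produce a correlation of 0.50 with no effect at all if all groups vary equally. In hTERT-RPE1 cells the control arrays varied more than the siRNA arrays, which would make it higher. With a different control array for each siRNA, r was 0.342 in hTERT-RPE1 cells and 0.585 in U2OS cells, so the shared controls are not the whole cause. Other differences between siRNA and control cultures that are common to both pools stay open, as does a shared effect of losing these proteins, and neither was tested.

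A hypothesis was that cells under CASP8AP2 siRNA are held in S phase, which would raise S markers against G2M markers. On day 3 the median log2 fold change of S markers was 0.03 and that of G2M markers -0.04 in hTERT-RPE1 cells, a difference of 0.069. In U2OS cells the medians were 0.05 and -0.13, a difference of 0.188. For hTERT-RPE1 cells camera called neither set (adjusted p 0.219 and 0.616). For U2OS cells the adjusted p was 0.0849 for S markers and 0.0695 for G2M markers by camera, 0.410 and 0.341 with the correlation estimated, and 0.0386 and 0.0292 by fry. On day 3 the differences go in the direction of the hypothesis, but the tests disagree in U2OS cells. On day 2 the medians of S and G2M markers were -0.041 and -0.038 in hTERT-RPE1 cells, against that direction. They were -0.023 and -0.079 in U2OS cells on day 2. On day 1 they were -0.002 and -0.049 in hTERT-RPE1 cells and 0.005 and -0.027 in U2OS cells. These marker sets therefore cannot tell a hold in S phase from an unchanged cycle, and the arrays may be too few to separate them. The study measured the cycle directly, by flow cytometry of DNA content and of the uptake of a thymidine analog. Under CASP8AP2 siRNA it reported an arrest in early S phase in hTERT-RPE1 cells. In U2OS cells it reported a very slow S phase.

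Over all 30 tests of marker sets camera made 10 calls, of which 9 were also called by fry and 4 by camera with the estimated correlation. The 4 were lower G2M markers on day 1 in hTERT-RPE1 cells (median -0.05) and U2OS cells (median -0.03), and lower G1 markers (median -0.15) and G2M markers (median -0.08) in U2OS cells on day 2. G1 markers were also lower in U2OS cells on day 3 (median -0.18, camera adjusted p 0.00260), with 0.227 under the estimated correlation. The remaining calls were on day 3, and none was made under the estimated correlation. S markers (median 0.07, camera adjusted p 0.00256) and G1 markers (median 0.08, 0.0143) were higher under NPAT siRNA in hTERT-RPE1 cells, the latter not called by fry (0.0801). G1 markers (median -0.09, 0.0144) and G2M markers (median -0.09, 0.0183) were lower under HINFP siRNA in these cells, as were G1 markers in U2OS cells (median -0.11, 0.0152). Fry alone also called sets as lower under CASP8AP2 siRNA on the earlier days. In hTERT-RPE1 cells on day 2 these were G1 markers (median -0.07, fry adjusted p 0.00133) and G2M markers (median -0.04, 0.000274). In U2OS cells they were G1 markers on day 1 (median 0.001, mean -0.031, 0.00133) and S markers on day 2 (median -0.02, 0.027). For 3 tests the median and the mean had opposite signs. None of these was called by camera, but the G1 markers of U2OS cells on day 1 are among them.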
